A study of Mus musculus with 4 samples. Its data were reported in "JNK1 Signaling Downstream of the EGFR Pathway Contributes to Aldara®-Induced Skin Inflammation" (2021).

How the data were processed

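ATAC-seq, an assay in which the Tn5 transposase inserts sequencing adapters into open chromatin, was performed on epidermal keratinocytes sorted from mouse skin after topical imiquimod (Aldara cream). Of the 4 libraries, 2 came from wild-type (WT) mice and 2 from Mapk8-KO mice. Mapk8 encodes the kinase JNK1. Per the study's methods, the gene had been deleted in the epidermis with a Cre recombinase driven by the keratin 14 promoter. Libraries are named here by genotype and by the replicate number in their labels.

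Per the study's methods, the authors mapped paired reads to the mm10 mouse genome with Bowtie2, removed reads with several or poor alignments, and called peaks with MACS2 in paired-fragment mode without a control library. The peak names in the deposited lists also state that mitochondrial reads had been taken out. Peaks were called in each library separately and not on pooled libraries. No shift of read ends for the Tn5 insertion site is stated. MACS2 compares the number of fragments piled up at each position with a local background. Each deposited list gives the peak's start, end and summit, a fold enrichment of the summit pileup over background, and −log10 p and −log10 q values. A deposited score is derived from the q value, and the remaining deposited column is the summit's offset from the peak start in bp. These fold, score and significance values are the authors' own. They were used only to describe, rank or filter peaks within a list, apart from the pileup described further on. The highest q value in any deposited list was 0.0097, which is stricter than the threshold the methods name. Every interval appeared once, with 1 summit. A planned filter at q 0.01 and a planned count of summits in place of intervals therefore changed nothing and carry no information.

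Peak ends were checked against chromosome lengths of the GRCm38 reference, the assembly that mm10 denotes, and all lay within them. Peaks of the 4 libraries were merged into an atlas wherever they overlapped by at least 1 bp, which is also how the study built its atlas. A region counted as called in a library when a peak of that library overlapped it. WT-specific regions were called in both WT libraries and in no Mapk8-KO library, and Mapk8-KO-specific regions the reverse. Promoter regions lay within 2 kb of a transcription start site (TSS) among 77201 TSSs of the GENCODE basic annotation, as in the study's definition. Motifs were searched on both strands within 100 bp of the strongest summit. The AP-1 motif was TGASTCA, where S is C or G. NRF1 and EGR consensus motifs and 6 permutations of the AP-1 motif were searched in the same way. Overlap of lists was measured by the Jaccard index, the bases in both lists divided by the bases in either. Among regions called in all 4 libraries, the highest fold enrichment per region was converted to a percentile within each library. A region was ranked higher in one group when its lowest percentile there was at least 10 points above its highest percentile in the other group.

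Group values are means ± SD of 2 libraries. Groups were compared by exact permutation tests over the 6 assignments of the labels to the 4 libraries, which form 3 splits into pairs. Tests of differences between groups were two-sided. Tests of region counts and of resemblance within minus between genotypes were one-sided, for values at least as large. The smallest p value this design allows is 0.333 for a comparison of groups, so no such comparison could pass 0.05. Shares of regions have Wilson 95% intervals. These cover counting error only, not variation between mice. The study's DESeq2 test on reads per region was not run, because read counts per region were not used here.

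Named regions followed a rule set before the data were examined. It comprised regions whose nearest TSS belonged to Mapk8, Elovl1, Cdc20, Tgm3, Hbegf, Areg or Egfr, the 5 WT-specific and 5 Mapk8-KO-specific regions with the highest percentile of fold enrichment in their lower-ranking library, and the 3 regions with the largest rank gap in each direction. The groups, tests, motifs, marker gene lists and most of the settings tried were also set before the data were examined. The processing choices varied were a stricter q of 0.001, lists of equal length, a cover of at least 50% of a region, regions rebuilt around summits, chromosomes without Y, other promoter distances, other motif windows, regions outside promoters, −log10 p in place of fold enrichment, other rank gaps, the replicate number as a block, and leaving out each library in turn.

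After the data had been seen, the fragment pileup at each summit was recovered from the authors' fold and −log10 p values by solving for the pileup and the local background together. At least 99.996% of peaks in each list gave a whole number of fragments to within 0.05. In a test on simulated data, 100% of 4972 peaks gave the simulated pileup. Medians over regions called in all 4 libraries gave each library's depth relative to WT 1. The log2 pileup of these regions, centred for depth, was tested with limma, with a variance trend and Benjamini-Hochberg adjustment. Data were simulated for the comparison of WT with Mapk8-KO over 40159 regions. In these, limma recovered 200 of 200 regions changed by 3 on the log2 scale, with 9 false calls. Smaller changes were not simulated. The simulated spread was the same in every region, so the simulation cannot show whether the variance trend is apt. In simulated lists for the same comparison, 3235 of 3235 WT-specific and 2389 of 2389 Mapk8-KO-specific regions were recovered. These lists held no missed calls and no differences in depth, so the recovery checks the counting rule only. Homology to the mitochondrial genome was found with blastn against the atlas regions.

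Promoter peaks of 7 marker lists of 6 genes each were read for basal keratinocytes, suprabasal keratinocytes, inner root sheath and hair follicle, melanocytes, leukocytes, fibroblasts and endothelial cells. The work used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0 and matplotlib 3.10.9, blastn 2.17.0, and R 4.3.3 with limma 3.58.1. Pathway annotation of regions was not analysed here.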

Results

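Open chromatin was mapped by ATAC-seq in keratinocytes, the main cells of the epidermis, from mice treated for 8 days with a cream holding 5% imiquimod, which inflames the skin. WT and Mapk8-KO libraries were compared, 2 of each, to ask which regions of the genome change accessibility when JNK1 is missing. All coordinates are on mm10.

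The peak lists held 69927 intervals in WT 1, 54856 in WT 2, 69583 in Mapk8-KO 1 and 49856 in Mapk8-KO 2. They covered 32.6, 24.0, 31.6 and 21.7 Mb. The median peak width was 392 bp in WT 1, 367 bp in WT 2, 378 bp in Mapk8-KO 1 and 367 bp in Mapk8-KO 2. The total number of reads is unknown from these lists. Relative to WT 1, the depth recovered from summit pileups was 0.691 in WT 2, 1.12 in Mapk8-KO 1 and 0.644 in Mapk8-KO 2. The median summit pileup was 33, 28, 36 and 26 fragments in the same order. The shallower library of each genotype was thus replicate 2, and depth differed more within than between genotypes.

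WT libraries held 62391.5 ± 10656.8 intervals and Mapk8-KO libraries 59719.5 ± 13949.1 (SD, n = 2 each; exact permutation p = 0.667). The difference of 2672 intervals was smaller than the spread between replicates. Without Mapk8-KO 2 it became −7191.5, the largest change of direction among the alternatives, and without WT 1 it was −4863.5. The covered length was 28.3 ± 6.12 Mb in WT and 26.6 ± 6.99 Mb in Mapk8-KO (SD, n = 2 each; exact permutation p = 0.667).

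The targeted gene was examined first. Mapk8 lies on chromosome 14 from 33377898 to 33447158, on the minus strand. Its promoter region, from 33446898 to 33447591, was called in all 4 libraries, with summit pileups of 96 and 73 fragments in WT 1 and WT 2 and 109 and 90 in Mapk8-KO 1 and Mapk8-KO 2. An intronic region with an AP-1 motif, from 33443834 to 33444178, was also called in all 4, at 80, 47, 77 and 45 fragments in the same order. Another region assigned to the gene was called in WT 1 alone, at 12 fragments. The percentiles of this intronic region were 34.8 and 32.5 in WT 1 and WT 2 and 23.5 and 23.8 in Mapk8-KO 1 and Mapk8-KO 2, a difference short of the rank gap of 10 points. No region of Mapk8 was specific to a genotype, and peak lists do not show whether exons were deleted.

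The atlas of merged peaks held 82641 regions over 40.4 Mb. Of these, 40159 (48.6%) were called in all 4 libraries and 17948 in 1 library. Promoters made up 26.7% of the atlas, and 23.7% of its regions had an AP-1 motif, the recognition sequence of the Fos and Jun transcription factors.

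WT-specific regions numbered 1796 and Mapk8-KO-specific regions 1367. These counts were set against those of the other pairs of libraries. WT 1 and Mapk8-KO 1 shared 6538 regions that neither replicate 2 library had, whereas WT 2 and Mapk8-KO 2 shared 124. WT 1 and Mapk8-KO 2 shared 728, and WT 2 and Mapk8-KO 1 shared 1001. The count for the WT pair was reached by 2 of the 6 pairs and the count for the Mapk8-KO pair by 3 of the 6 (exact permutation p = 0.333 and 0.5). In total 3163 regions were exclusive to one genotype, against 6662 for the split by replicate number and 1729 for the crossed split (exact permutation p = 0.667). With every list shortened to 49856 intervals, the totals were 3273, 2986 and 1671. Leaving out a library loosens the definition, and WT-specific regions then numbered up to 10037, without Mapk8-KO 1. WT-specific regions made up 56.8% of the regions exclusive to a genotype. This share depended on single libraries: it changed sides to 40.4% without WT 1 and 20.1% without Mapk8-KO 2.

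**Figure D1:**
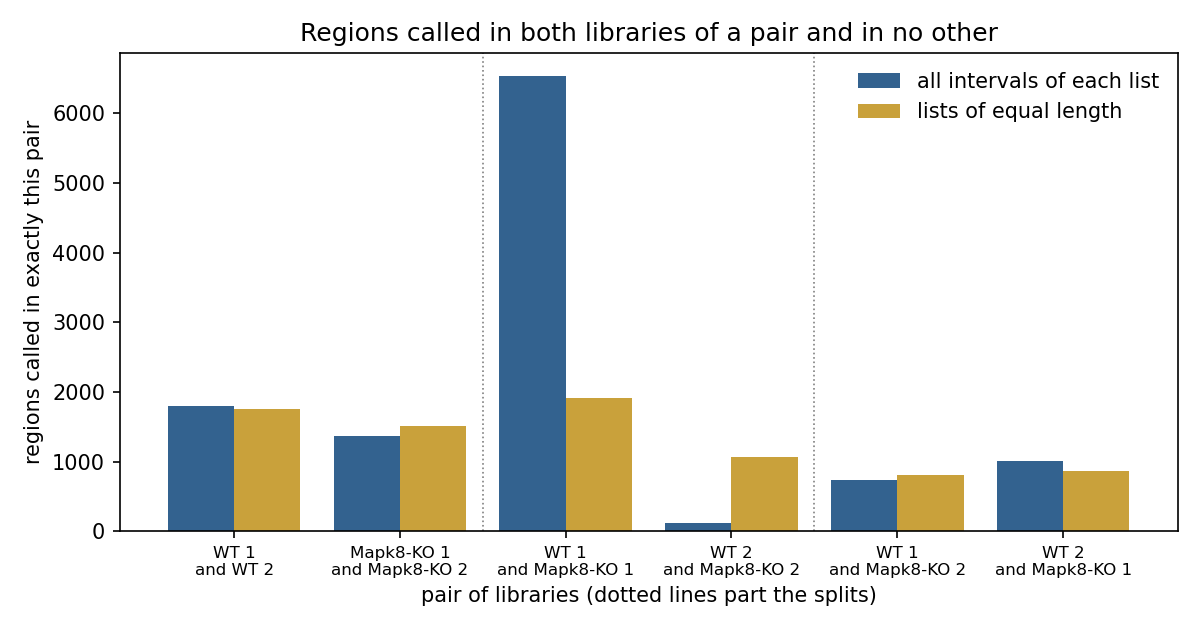
The bars give the number of atlas regions called in both libraries of a pair and in neither of the others, for the 6 pairs of the 4 libraries, with all intervals (blue) and with 49856 intervals per list (yellow). With all intervals the pair of replicate 1 libraries stands out at 6538 regions, and with lists of equal length the highest pairs are at 1915, 1759 and 1514.

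Whether libraries of one genotype resembled each other more than libraries of different genotypes was tested on the overlap of the lists. The Jaccard index was 0.622 between the WT libraries and 0.587 between the Mapk8-KO libraries. Between genotypes it was 0.683 for WT 1 with Mapk8-KO 1, 0.624 for WT 2 with Mapk8-KO 1, 0.603 for WT 2 with Mapk8-KO 2 and 0.557 for WT 1 with Mapk8-KO 2. The mean within genotypes minus that between them was −0.0123, the smallest of the 3 splits in size (one-sided exact permutation p = 0.667). The sign changed to 0.000589 with lists of equal length and to 0.0414 without Mapk8-KO 1. Across the regions called in all 4 libraries, which are not independent replicates, Spearman's rho of fold enrichment was 0.861 between the WT libraries and 0.829 between the Mapk8-KO libraries. WT 1 and Mapk8-KO 1 had the highest value, 0.882, and WT 1 and Mapk8-KO 2 the lowest, 0.780. The mean within genotypes minus that between them was 0.0166, of the opposite sign to the Jaccard difference. It was the highest of the 3 splits (one-sided exact permutation p = 0.333, the smallest possible). The split by replicate number gave 0.00298, and the crossed split −0.0196, which was larger in size.

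The location of the genotype-specific regions was then compared. Promoters made up 14.4% of WT-specific regions (Wilson 95% interval 12.8 to 16.1%) and 17.9% of Mapk8-KO-specific regions (16.0 to 20.04%). The remaining 1538 and 1122 regions lay outside promoters. The difference of −3.56 percentage points had a 95% half-width of 2.60, and it was −11.2 with lists of equal length. It was the largest of the 3 splits in size (exact permutation p = 0.333, the smallest possible), the others being 2.38 and 2.34. With lists of equal length, the split by replicate number gave −10.6, close to the genotype value.

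AP-1 motifs differed most between the genotype-specific classes. They occurred in 643 WT-specific regions (35.8%, Wilson 95% interval 33.6 to 38.0%) and in 99 Mapk8-KO-specific regions (7.24%, 5.98 to 8.74%). The difference of 28.6 percentage points had a half-width of 2.61. It stayed positive in each alternative tried, and the lowest value was 17.4, without WT 2. The other splits gave 15.3 for replicate 1 against replicate 2 and −13.8 for the crossed split (exact permutation p = 0.333, the smallest possible). In both of these, the class holding Mapk8-KO 2 had the lower share. Permuted AP-1 motifs occurred in 1.17 to 10.3% of WT-specific and 0.878 to 3.80% of Mapk8-KO-specific regions. Per library, 25.7% ± 0.715 of WT intervals and 22.5% ± 1.95 of Mapk8-KO intervals had an AP-1 motif (SD, n = 2 each; exact permutation p = 0.333). The single values were 25.2% and 26.2% in WT 1 and WT 2, and 23.8% and 21.1% in Mapk8-KO 1 and Mapk8-KO 2.

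**Figure D2:**
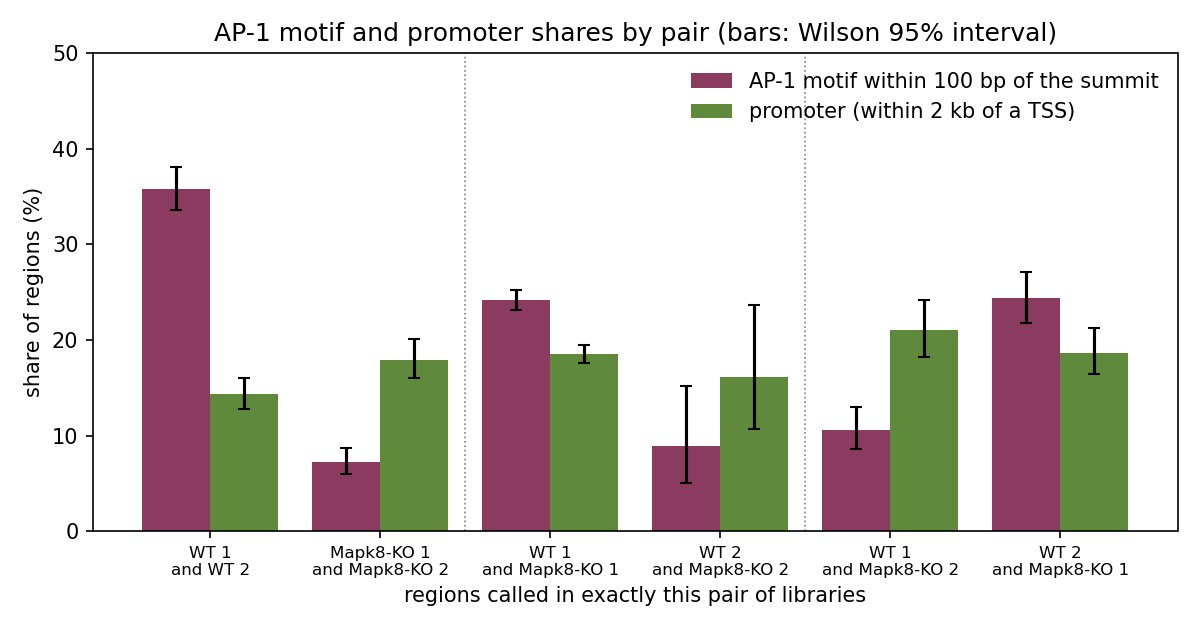
The bars give the percentage of regions with an AP-1 motif within 100 bp of the summit (purple) and of promoter regions (green) among regions called in exactly the named pair of libraries, and the lines the Wilson 95% interval. The AP-1 share is 35.8% in the WT pair and 7.24% in the Mapk8-KO pair, and the 3 pairs with Mapk8-KO 2 have the lowest AP-1 shares.

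Motifs of NRF1 and EGR, transcription factors that bind GC-rich promoters, were rare in both classes. NRF1 motifs were found in 1 WT-specific region and 8 Mapk8-KO-specific regions, a difference of −0.53 percentage points with a half-width of 0.419 (exact permutation p = 0.667). EGR motifs were found in 7 and 10 regions, a difference of −0.342 points, which was within its half-width of 0.536 (exact permutation p = 1). Outside promoters the EGR difference was 0.0818. It was −1.17 with lists of equal length and −0.895 with peaks covering 50% of a region, beyond their half-widths of 0.652 and 0.639. Without each library in turn it ran from −0.653 to −0.00614. The NRF1 difference was −0.178 outside promoters, within its half-width of 0.247. With lists of equal length it was −0.925, beyond its half-width of 0.482. Without each library in turn the NRF1 difference ran from −0.383 to −0.175.

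Regions called in all 4 libraries were compared by rank. Of 40159 regions, 1868 ranked higher in WT and 1634 in Mapk8-KO. Their total of 3502 exceeded the 3275 of the split by replicate number and the 2109 of the crossed split (exact permutation p = 0.333, the smallest possible). The count for the WT pair was reached by 1 of the 6 pairs and the count for the Mapk8-KO pair by 3 of the 6. WT 2 and Mapk8-KO 2 together had more than the Mapk8-KO pair, at 1653. With a gap of 20 points, 493 ranked higher in WT and 312 in Mapk8-KO. AP-1 motifs occurred in 38.9% of regions higher in WT and 14.9% of those higher in Mapk8-KO, against 24.4% of all regions ranked. Promoters made up 17.9% and 39.0% of the same sets, against 36.2% of all regions ranked, so the contrast came mostly from the regions higher in WT. NRF1 motifs occurred in 0.535% and 3.98% of these sets, and EGR motifs in 0.642% and 3.30%. Regions ranked higher in replicate 1 and in replicate 2 differed as well. Promoters made up 21.9% and 52.5% of them, AP-1 motifs occurred in 31.8% and 15.4%, and NRF1 motifs in 0.925% and 4.84%. In the crossed split, the AP-1 shares were 15.8% for WT 1 with Mapk8-KO 2 and 30.9% for WT 2 with Mapk8-KO 1. On average, AP-1 regions stood at percentile 56.3 in WT 1, 56.0 in WT 2, 54.7 in Mapk8-KO 1 and 50.1 in Mapk8-KO 2. Promoter regions stood at 50.8, 52.5, 52.3 and 55.8. The distance between the Mapk8-KO libraries was thus larger than that between Mapk8-KO 1 and either WT library, for AP-1 regions and for promoters.

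**Figure D3:**
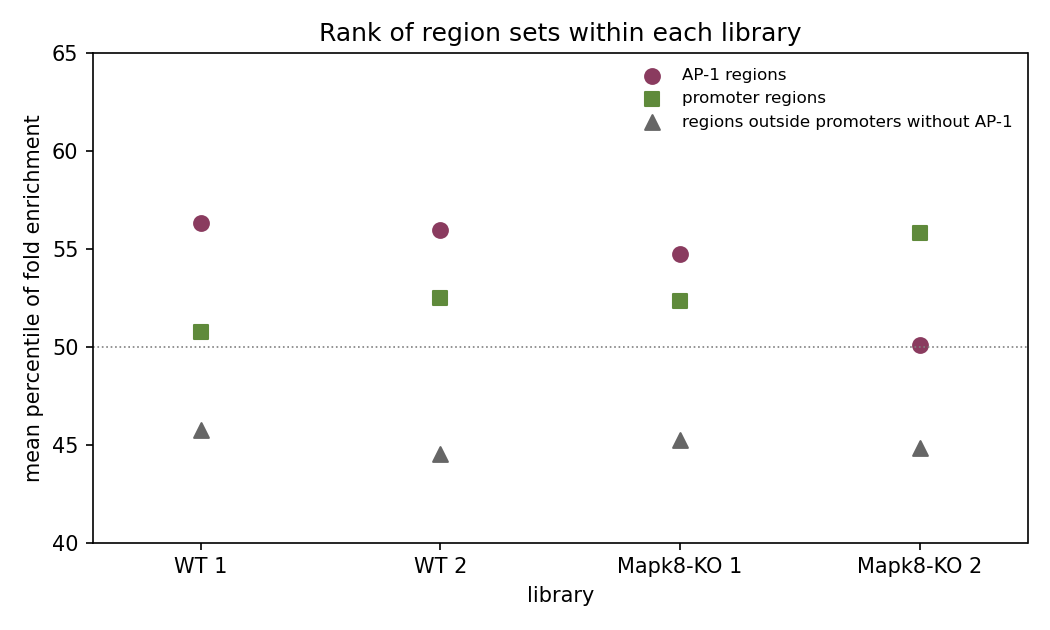
Each point is the mean percentile of fold enrichment, within one library, of AP-1 regions, of promoter regions and of regions outside promoters without an AP-1 motif, over regions called in all 4 libraries. The AP-1 mean is lower in both Mapk8-KO libraries, at 54.7 and 50.1, than in WT 1 and WT 2, and the promoter mean of Mapk8-KO 2 is the highest, at 55.8.

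Besides Mapk8, 6 genes were looked up: Elovl1, Cdc20, Tgm3, Hbegf, Areg and Egfr. None had a region assigned to it by nearest TSS that was WT-specific or Mapk8-KO-specific. A WT-specific region did lie in an intron of Egfr, on chromosome 11 from 16878767 to 16879381, at 18 fragments in each WT library, but the TSS of Egfros was nearer to it. By nearest TSS, Elovl1 had 3 regions, Cdc20 2, Tgm3 7, Hbegf 7, Areg 11 and Egfr 9. In Cdc20, an intronic region with an AP-1 motif on chromosome 4 from 118434501 to 118435325 was called in WT 1, WT 2 and Mapk8-KO 1, at 54, 30 and 39 fragments, and not in Mapk8-KO 2. The Cdc20 promoter region from 118437212 to 118437677 ranked higher in Mapk8-KO. A region 22835 bp from the TSS of Hbegf, on chromosome 18 from 36492517 to 36492970, also ranked higher in Mapk8-KO. Its percentiles were 36.6 and 19.6 in WT 1 and WT 2, and 69.8 and 53.8 in Mapk8-KO 1 and Mapk8-KO 2. For Areg, an intergenic AP-1 region on chromosome 5 from 91156677 to 91157134 ranked higher in WT, at percentiles 42.5 and 46.8 against 26.2 and 24.0. An AP-1 region in an intron of Egfr, on chromosome 11 from 16791238 to 16791618, ranked higher in WT as well, at 52.2 and 42.9 against 30.2 and 26.1. Another AP-1 region in an intron of Egfr, at the TSS of Egfros from 16830263 to 16831091, went the other way, at 62.7 and 59.2 in WT 1 and WT 2 against 81.8 and 83.0 in Mapk8-KO 1 and Mapk8-KO 2. Tgm3 and Elovl1 had no region past the rank gap in either direction.

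Of the 5 highest-ranking WT-specific regions, the first lay between genes on chromosome 2 from 161376647 to 161377008, nearest to Gm14241, with an AP-1 motif and 44 and 45 fragments in WT 1 and WT 2. The second lay in an intron of Focad on chromosome 4 from 88392418 to 88392642, with an AP-1 motif and 39 and 38 fragments. The others lay in introns of Stam, Sema3d and Tspan9, at 26 to 34 fragments. The 2 highest-ranking Mapk8-KO-specific regions stood apart. On chromosome 8 from 102024596 to 102024779, between genes, the pileup was 260 and 189 fragments in Mapk8-KO 1 and Mapk8-KO 2. In an intron of Zdhhc3, on chromosome 9 from 123107316 to 123107485, it was 231 and 185. Both resemble mitochondrial DNA in sequence, with 85.3% identity over 150 bp and 89.9% over 168 bp. Their widths of 184 and 170 bp were close to the shortest interval of the lists, which was 163 bp in WT 1, 174 bp in WT 2, 153 bp in Mapk8-KO 1 and 170 bp in Mapk8-KO 2. The others of the 5 lay between genes, nearest to Mir6238, Gm18863 and Gda, at 26 to 41 fragments.

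The region with the largest rank gap towards WT lay between genes on chromosome 9 from 30794602 to 30795081, nearest to Gm31013, with fold enrichments of 10.9 and 10.9 in WT 1 and WT 2 and 5.68 and 4.29 in Mapk8-KO 1 and Mapk8-KO 2. The next lay in introns of Ccdc6 and Kif5c. Towards Mapk8-KO, the first lay in an intron of 4930510E17Rik on chromosome 9 from 53268806 to 53269756, with fold enrichments of 6.22, 5.75, 11.1 and 9.81 in the same order. The promoter of Ndufb8 on chromosome 19 and an intergenic region nearest to Gm5755 on chromosome X followed. These regions were picked for their gaps, so the size of the gaps is biased upwards.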

Values the study reported

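In the text of its results, the study gave 2,456 regions with significantly higher accessibility in control keratinocytes and 1,211 with lower accessibility.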

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

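The alternatives with recovered pileups, with GC classes and for limma were chosen after the results had been seen. Leaving out the planned settings that remove nothing from the lists, 128 alternatives were run on 13 results. Of these, 79 stayed within the spread or within 1.5 times the count, 39 moved and 10 reversed direction. The AP-1 difference stayed positive and the promoter difference negative in each setting. A stricter q of 0.001 changed few intervals, so it says little about stability.

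With lists of equal length, the WT-specific share was 53.7%, the promoter difference −11.2 points, the AP-1 difference 31.9, the EGR difference −1.17, and the Jaccard difference reversed to 0.000589. Requiring peaks to cover 50% of a region gave a share of 58.9% and an EGR difference of −0.895. The AP-1 difference was 24.3 with summit windows and 21.8 with the motif within 50 bp of the summit, where fewer bases are searched. Outside promoters the EGR difference reversed to 0.0818. A gap of 5 points gave 3478 regions ranked higher in WT and 3459 in Mapk8-KO, and a gap of 20 points gave 493 and 312, by construction. Apart from these, the cause was not tested.

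Across the 4 fits that each left out one library, the interval difference ran from −7191.5 to 12535.5, and it reversed without WT 1 and without Mapk8-KO 2. WT-specific regions ran from 2118 to 10037, Mapk8-KO-specific regions from 1833 to 8394, and regions ranked higher from 4789 to 6224 in WT and from 4856 to 6487 in Mapk8-KO. These counts rise because fewer libraries have to meet the definition. In each of the 4 fits more regions ranked higher in Mapk8-KO than in WT, the reverse of the result with all libraries. Without Mapk8-KO 2 these numbers were nearly equal. The WT-specific share ran from 20.1 to 83.6%, the promoter difference from −6.52 to −2.08 and the AP-1 difference from 17.4 to 32.0. The Jaccard difference ran from −0.0329 to 0.0414, reversed without Mapk8-KO 1. The difference in Spearman's rho of fold enrichment, within minus between genotypes, ran from −0.0051 to 0.0756, reversed without WT 2 and without Mapk8-KO 2.

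The replicate numbers recur in both genotypes, but the labels do not say whether they mark a shared batch. The change from replicate 1 to 2 correlated between genotypes at a Pearson r of 0.0977 across regions. Replicate 2 was nevertheless the shallower library in both genotypes. The promoter difference in pairwise ranks, replicate 1 against 2, was −11.1 points in WT and −20.1 in Mapk8-KO. A shared difference between replicates is thus not excluded. With the replicate block and matched list length, the WT-specific share reversed to 45.2% and the AP-1 difference was 32.2. The replicate block gave 3023 regions ranked higher in WT and 2884 in Mapk8-KO. Paired interval differences were 344 and 5000 (exact sign-flip permutation p = 0.5, the smallest possible). The limma count on summit pileups rose from 94 to 309 with the replicate block.

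Without the variance trend, limma called 0 regions, with 3898 at an unadjusted p under 0.05, so the count of 94 depends on that choice. With GC correction it was 116. Regions called only in the replicate 1 libraries were narrow, with a median width of 293 bp against 606 bp for those called in all 4, and whether depth sets this limit was not tested.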

Other observations

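The tests in this part were chosen after the results had been seen, apart from the lists of equal length, the AP-1 difference without each library, the permuted motifs and the marker lists. Those were set before the data were examined, although what they would show was written down only afterwards.

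A peak at the Krt14 promoter, chosen after its values were seen, was much higher in both Mapk8-KO libraries. On chromosome 11 from 100207510 to 100207834, the summit pileup was 36 fragments in WT 1, 199 in Mapk8-KO 1 and 109 in Mapk8-KO 2, and no peak was called in WT 2. Scaled for depth, the rise over WT 1 was 2.31 on the log2 scale in Mapk8-KO 1 and 2.23 in Mapk8-KO 2. By the smaller of these rises it ranked 1 among 44175 regions called in WT 1 and both Mapk8-KO libraries, and the next stood at 1.52. The nearest other Krt14 region called in both replicate 1 libraries, from 100208341 to 100209078, changed by −0.36 from WT 1 to Mapk8-KO 1. A candidate explanation is DNA of the Cre transgene, which carries a keratin 14 promoter and may place reads at the matching stretch of the mouse genome. Whether the transgene would leave the neighbouring region unchanged is unknown, so the isolated rise does not decide for this explanation. A change in accessibility of the promoter itself stays open, since the sequence of the transgene was not used here. If the transgene is the source, this peak would mark the genotype of the libraries and not regulation of Krt14.

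The 2 strongest Mapk8-KO-specific regions, on chromosomes 8 and 9, were the only ones of the genotype-specific regions with at least 100 fragments in both libraries. Each resembles mitochondrial DNA, as do 48 of the 82641 atlas regions. The highest pileup among the other Mapk8-KO-specific regions was 85. More reads of mitochondrial DNA in the Mapk8-KO libraries are argued against: the 40 homologous regions called in all 4 libraries had a median log2 change of 0.055 from WT to Mapk8-KO, scaled for depth, with a range from −0.10 to 0.24. A candidate explanation is that narrow peaks near the minimum width were missed in the WT lists. Of the 6 other homologous regions of at most 200 bp, 4 were not called in all 4 libraries, against 2 of the 40 wider ones. Width here is that of the merged region, which can grow with the number of libraries that call it. The split by width is thus partly set by the calls themselves. The limit of 200 bp was chosen after the widths were seen, and limits from 180 to 300 bp left the same 4 and 2. Of the 4 narrow ones, 2 had pileups above 100, up to 167 in a region not called in WT 2 and 184 in a region called in Mapk8-KO 1 only. Because the other 2 stayed at or below 66, and a wide region with 262 fragments in WT 1 was not called in Mapk8-KO 1, missed narrow peaks and a real difference cannot be told apart. The lists do not hold the pileup where no peak was called, so the absence of a call in WT does not show the absence of signal. The methods describe the controls as littermates, and neither a remaining sequence variant between the mice nor a biological change was tested.

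Much of the excess of regions called only in the replicate 1 libraries went with list length. With lists of equal length, the split by replicate number had 2986 exclusive regions, fewer than the 3273 of the split by genotype. The replicate 1 pair fell from 6538 to 1915 regions, which was still the highest of the 6 pairs, before 1759 for the WT pair and 1514 for the Mapk8-KO pair. What remains at equal length is not explained by these tests. Scaled to the depth of a replicate 2 library, at most 5.52% of these regions would fall below its p threshold. The scaling leaves out counting noise, and the regions were selected for having no call in either replicate 2 library. The scaling therefore does not decide whether lower depth acts through the p threshold. Depth acting through the minimum peak width also stays open.

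The AP-1 difference between WT-specific and Mapk8-KO-specific regions was tested against several technical sources. It was 27.7 points after matching on GC content, 28.2 after matching on the highest fold enrichment and 31.9 with lists of equal length. At equal length the split by replicate number gave 20.5 and the crossed split −15.4. The largest difference of a permuted motif was 6.50 points. None of these accounts for the whole difference, and neither does Mapk8-KO 2 alone. Without that library the difference was 18.4 points with a half-width of 2.13, while the other splits of the 3 remaining libraries gave −4.72 and −2.11. Without Mapk8-KO 1 it was 32.0, and without WT 1 and WT 2 it was 18.4 and 17.4. In pairwise ranks, the AP-1 share among regions higher in a WT library exceeded that among regions higher in Mapk8-KO 1 by 7.51 points for WT 1 and 4.84 for WT 2. The same comparison gave 1.72 between the WT libraries, 19.9 and 18.7 for WT 1 and WT 2 against Mapk8-KO 2, and 16.8 between the Mapk8-KO libraries. Ranks within GC classes lowered most of these values, to 3.35 and 4.70 against Mapk8-KO 1, 11.4 and 12.4 against Mapk8-KO 2, 9.86 between the Mapk8-KO libraries and −2.00 between the WT libraries. GC content thus goes with part of the differences in rank. A lower AP-1 accessibility without JNK1 and differences between single libraries that are not tied to genotype cannot be told apart, because the Mapk8-KO libraries differ from each other by more than Mapk8-KO 1 differs from WT.

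The difference in promoter rank between genotypes may come from GC-related differences between libraries. In pairwise ranks, the promoter difference was −20.1 points between Mapk8-KO 1 and Mapk8-KO 2 and −11.1 between the WT libraries, but 0.92 between WT 2 and Mapk8-KO 1. The other pairs of different genotypes gave −11.6 for WT 1 with Mapk8-KO 1, −17.2 for WT 2 with Mapk8-KO 2 and −25.2 for WT 1 with Mapk8-KO 2. Ranks within GC classes reduced this last value to −4.14 points. Libraries of one genotype thus differed about as much as libraries of different genotypes, and a part that follows genotype is not excluded.

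On recovered summit pileups, limma gave 94 regions with an adjusted p under 0.05 between genotypes, 86 higher in WT and 8 higher in Mapk8-KO. Those counts are lower than the values quoted from the study above, but the measure, the test and the regions differ. The study tested its whole atlas with DESeq2. Here limma tested summit pileups of regions called in all 4 libraries, which leaves out WT-specific and Mapk8-KO-specific regions. The split by replicate number and the crossed split gave 0 each, with 1296 and 825 regions at an unadjusted p under 0.05, against 4193 for genotype. Thus 1 of the 3 splits gave as many regions, and 3 splits are too few to rule out a coincidence of grouping. Without the variance trend the genotype count was 0, so these regions may rest on how limma models the spread.

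Cells of another type could also differ between libraries. The median log2 change in promoter pileup from WT to Mapk8-KO, over markers called in all 4 libraries, was −0.08 for leukocytes (1 gene), −0.025 for fibroblasts (2) and −0.38 for endothelial cells (4). It was 0.25 for basal keratinocytes (4), 0.14 for suprabasal keratinocytes (4), 0.36 for the inner root sheath and hair follicle (2) and 0.20 for melanocytes (4). These medians leave out the basal marker Krt5, the suprabasal marker Krt1 and the endothelial marker Kdr. Those promoters had a peak in every library but Mapk8-KO 2. The basal list includes Krt14, for which the highest promoter peak was a different region in WT than in Mapk8-KO and may hold transgene DNA, and without it the median was 0.20 (3). Members of the fibroblast, endothelial, basal, suprabasal and melanocyte lists went both ways, and promoters can be open without expression, so an altered cell mixture stays open. Tgm3 is on the suprabasal list and is also named by the study.

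The mice are described as female, and 22 atlas regions lay on chromosome Y. Of these, 19 lay at the far end of its assembled sequence. Peaks at this end numbered 15 of 16 in WT 1, 12 of 12 in WT 2, 12 of 14 in Mapk8-KO 1 and 11 of 11 in Mapk8-KO 2. The rest of chromosome Y thus held few or no peaks in each library.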
